# Gestational and lactational exposure to gossypol alters the testis transcriptome

**DOI:** 10.1186/s12864-020-6487-2

**Published:** 2020-01-17

**Authors:** Helder Louvandini, Patricia S. Corrêa, Rocío Amorín, Lihe Liu, Egon H. Ieda, Carolina R. Jimenez, Siu M. Tsai, Concepta M. McManus, Francisco Peñagaricano

**Keywords:** Cottonseed, Fetal programming, Male reproduction, Maternal nutrition

## Abstract

**Background:**

Reproductive capacity can be altered by challenges experienced during critical periods of development, including fetal development and early neonatal life. Gossypol is a polyphenolic compound, commonly found in cotton seeds, that impairs male reproduction. Here, we investigated whether the exposure to gossypol in utero and during lactation alters male reproductive function in sheep. From conception until 60 days postpartum, ewes were randomly assigned to a control diet or a gossypol-rich diet based on cottonseed. Lamb testicles were removed at 60 days of age and subjected to RNA-sequencing.

**Results:**

Lambs derived from the maternal cottonseed diet showed significantly lower growth and lower testis weight as a proportion of the total body weight, and reduced testosterone levels. In addition, the testis transcriptome was significantly altered by the maternal cottonseed diet. Most of the altered genes are directly implicated in testis development and sperm biology, cell communication, iron ion metabolism, calcium homeostasis and signaling, among other functions. Interestingly, network analysis revealed that exposure to gossypol significantly disturbed coexpression patterns among spermatogenesis-related genes, suggesting a disruption in coregulation mechanisms.

**Conclusions:**

Our findings provide evidence that maternal exposure to gossypol alters male reproductive function in the offspring, with potential lasting or lifelong negative consequences.

## Background

The use of cotton by-products in animal nutrition is limited by the presence of gossypol, a toxic molecule. Gossypol, a phenolic compound (C_30_H_30_O_8_), is found in the roots and foliage of the cotton plant, but its greatest concentration is in the seeds. In general, this secondary plant compound has negative effects on mammalian cell metabolism [1]. Gossypol toxicity is related to its ability to bind macromolecules before and after absorption. Two gossypol forms have been identified, free (toxic) and bound. The bound form is synthesized via covalent bonds between free gossypol and the free epsilon-amino groups from lysine and arginine [2]. This reaction reduces the availability of these amino acids, particularly lysine. In addition, free gossypol also binds minerals, specially iron which inhibits the absorption of this metal, affecting the erythropoiesis [1].

Gossypol affects both female and male gametogenesis and also embryo development. Female exposure to gossypol has been associated with irregular and longer estrous cycles, lower levels of estradiol, reduced number of ovarian follicles, and decreased pregnancy rate [3–5]. The negative effect of gossypol on male reproduction has been reported in several studies, including degeneration of spermatocytes in hamsters [6], decreased sperm count and motility, increased abnormal sperms, and reduced testosterone concentration in rats [7–9], and reduced sperm production, reduced sperm motility, and increased sperm abnormalities in bulls [10, 11]. Interestingly, the effect of gossypol on male fertility is both dose- and time-dependent: in effective doses, gossypol causes infertility by affecting sperm motility and damaging the germinal epithelium; however the adverse effects are reversible when gossypol in no longer ingested [11, 12].

There is growing evidence that intrauterine stimulus or insults can affect offspring sexual development. Maternal nutrition is considered a major intrauterine environmental factor in fetal development. Indeed, it is now recognized that maternal nutrition plays a key role in programming offspring reproductive capacity [13]. For instance, in utero protein restriction reduces Sertoli cells, alters sperm motility and counts, and increases abnormal sperm morphology in adult male rats [14]. In addition, maternal protein restriction during lactation reduces testicular weight and decreases testicular aromatase expression in male rat offspring, indicating potential harm for future germ cell development and reproductive function [15]. Little is known, however, about the potential effects of gestational and lactational exposure to gossypol on the offspring sexual development. As such, the main objective of this study was to investigate the effect of maternal cottonseed supplementation from conception to weaning on the development of male reproductive function in sheep. Specifically, we hypothesized that a maternal diet rich in gossypol during gestation and throughout lactation would alter both testis development and testis gene expression in the offspring.

## Results

### Body measurements

Maternal diets did not affect lamb birth weights (Table 1). After birth, however, lambs exposed to gossypol showed lower milk intake, lower body weight gain and lower gonadosomatic index when compared to lambs exposed to a control diet (*P*-value ≤0.05, Table 1). These findings suggest that gestational and lactation exposure to gossypol impacts the development of the offspring, which in turn may have long-term consequences.

**Table 1:** Body weight (kg), milk intake (mL/day) and gonadosomatic index (GSI %) from lambs exposed to either a control or a gossypol-rich (cottonseed) maternal diet

Variables	Maternal Diets		SEM	*P*-value
	Control	Cottonseed		
Birth Weight	4.39	3.62	1.14	0.99
Final Weight	15.7	11.0	0.81	0.004
Milk Intake	989	764	215	0.042
GSI	0.049	0.032	0.006	0.019

### Hemogram analysis

The hemogram analysis revealed that lambs exposed to gossypol in utero and through lactation showed significantly lower red blood cell count, lower hematocrit, and also lower hemoglobin compared to lambs derived from the maternal control diet (*P*-value ≤0.05, Table 2).

**Table 2:** Hemogram analysis from lambs exposed to either a control or a gossypol-rich (cottonseed) maternal diet

Variables	Maternal Diets		SEM	*P*-value	Reference^a^
	Control	Cottonseed			
Red blood cell (× 10^6^/μL)	9.85	9.47	0.19	0.049	9–15
Hematocrit (%)	39.28	37.27	0.85	0.020	27–45
Hemoglobin (g/dL)	11.49	10.97	0.25	0.039	9–15
White blood cell (×10^3^/mL)	8.17	8.06	0.47	0.81	4–8

^a^Reference values in sheep according to Byers and Kramer [16]

### Hormone analysis

The levels of testosterone increased while the levels of both T3 and T4 decreased across time, from birth to weaning (*P*-value ≤0.05, Fig. 1). Interestingly, the levels of testosterone were systematically lower in lambs derived from the gossypol-rich maternal diet. Although these differences were not statistically significant, they hold biological importance as testosterone plays key roles in male sexual development.

**Fig. 1:**
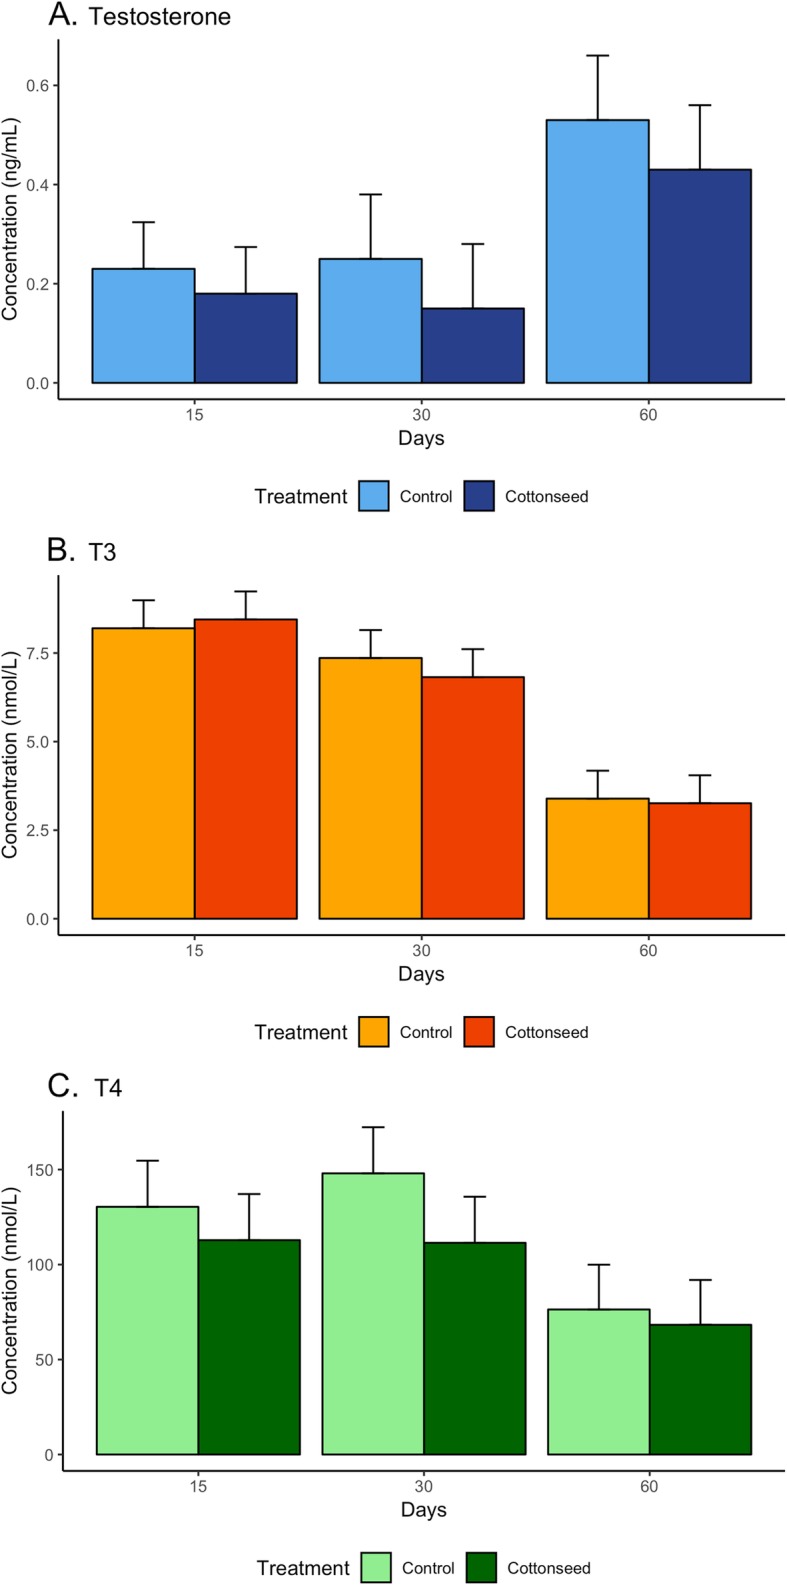
Concentration of hormones (**a**) Testosterone, (**b**) Triiodothyronine [T_3_], and (**c**) thyroxine [T_4_] in days 15, 30 and 60 after birth. Lighter colors indicate lambs exposed to a maternal control diet while darker colors refer to lambs exposed to a maternal cottonseed diet. Maternal diets did not affect hormone concentrations while there were significant time effects (*P*-value ≤ 0.05), i.e. testosterone levels increased at day = 60 while both T_3_ and T_4_ levels decreased at day = 60

### RNA-sequencing

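Testis RNA was sequenced from 18 male Santa Inês lambs at 60 days of age, 9 from ewes fed the control diet and 9 from ewes fed the gossypol-rich cottonseed diet, with 1 library per lamb. Additional file 1 of the paper gives a mean of 23808539 raw reads per lamb for the control diet and 24879359 for the gossypol-rich diet. After trimming, alignment with Tophat2 and transcript assembly with Cufflinks, the authors counted the single-end reads on each gene ID with htseq and deposited these counts, without normalization, as 1 file per lamb. The files hold 29589 gene IDs, of which 22758 are Ensembl IDs and 6831 are IDs of assembled loci that begin with XLOC. The total count per lamb ran from 14468612 to 22334428 in the control diet, with a median of 19271048, and from 15240624 to 20660132 in the gossypol-rich diet, with a median of 19037075. Totals did not differ between diets (2-sided exact permutation test over 48620 assignments of the lambs, p = 0.7165). All values reported here use these counts, not the raw reads. Within each diet, pairs of lambs were compared to look for a library deposited more than once. None had counts within sampling noise of each other, the closest pair being gossypol lambs H25 and H35 with a chi-square of 12.1 per degree of freedom. Each lamb was counted as 1 replicate, as the paper describes separate animals. Counts were normalized by edgeR's TMM method, and IDs with low counts were removed by edgeR's filterByExpr. Diets were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in which the common biological coefficient of variation was 0.341. Standard errors of log2 fold changes were taken as the size of the fold change divided by the square root of F. Expression is given as CPM, the count scaled to the size of the library, with TMM normalization. The choices that could change the numbers are the normalization, the filter and above all the test, since the paper's methods name edgeR with default parameters and do not name its test. The files carry no gene symbols. Symbols were paired with IDs by matching the labelled points of Fig. 2A to the log2 fold changes and P-values of Additional file 2.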

The RNA-sequencing of the testis transcriptome yielded approximately 24 million sequencing reads per sample. 

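Of the reads that Additional file 1 gives as mapped, the deposited counts cover 93.9% ± 1.42 (SD, n = 9 lambs) in the control diet and 93.1% ± 2.07 (SD, n = 9) in the gossypol-rich diet, a difference within the spread between lambs (2-sided exact permutation test, p = 0.4356). The percent of reads mapped, as the paper's Additional file 1 gives it, averaged 81.7% ± 2.18 (SD, n = 9) in control lambs and ran from 77.9% to 84.1%. In gossypol lambs it averaged 80.4% ± 2.57 (SD, n = 9) and ran from 76.1% to 83.5% (2-sided exact permutation test, p = 0.2764). The counted share was lowest in gossypol lamb H41, at 88.1%. Totals and this share sum all IDs, including those that share every count with another ID. They may be too high where the same reads were counted on more than 1 ID. The 10 IDs with the highest counts in each lamb took between 4.62% and 8.82% of its counts in the control diet and between 4.92% and 7.48% in the gossypol-rich diet.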

Roughly 81% of the reads were mapped to the Oar_v3.1 sheep genome assembly using the software Tophat (Additional file 1). A total of 18,326 genes were tested for differential expression. 

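With edgeR's filterByExpr at its default settings, a minimum count of 10 and a minimum total of 15, 18640 of the 29589 gene IDs were tested. These IDs held 17922 distinct count profiles, because 1371 of them shared all their counts with at least 1 other tested ID. A filter of at least 1 CPM in at least 9 lambs left 16648 IDs.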

Controlling false discovery rate (FDR) at 1%, a total of 84 genes showed differential expression between maternal diets (*P*-value ≤4.6e-05, Fig. 2). 

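In the quasi-likelihood test of the 18640 IDs, 0 genes passed an FDR of 1% and 0 passed 5%, while 332 passed 10%. The lowest p-value over all IDs was 2.61e-05 and the lowest adjusted p was 0.0835. At an unadjusted p under 0.05 there were 4327 IDs, where 932 would be expected by chance. That count varied widely under arbitrary divisions of the lambs. Over 100 splits into groups of 9, the real one included, 5 gave at least 4327 such IDs. At or below the paper's largest listed P-value of 4.6e-05 lay 8 IDs, and all 8 are among the 84 of the paper's Additional file 2. All 84 of these IDs were tested, all had an unadjusted p under 0.05, and 83 ranked among the 100 lowest p-values, with adjusted p from 0.0835 to 0.0945. Adjusted over the list alone, 84 passed an FDR of 1%. That list was called on these same lambs, so its count over the list shows no stability. The alternative that moved the count most among those set before the data were examined was the DESeq2 Wald test, with 105 genes at an FDR of 1%, 78 of them in the paper's list. edgeR's exact test gave 82 genes and its likelihood ratio test gave 90. With each lamb left out in turn, the quasi-likelihood test gave 0 genes at an FDR of 1% in all 18 fits, with between 3095 and 5621 IDs at an unadjusted p under 0.05. At an FDR of 10% these fits ran from 0 genes, as without control lamb H06, to 3591 without control lamb H44. The count of 332 thus depends on single lambs.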

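The log2 fold changes of the 84 IDs, gossypol against control, differed from those of the paper's Additional file 2 by at most 0.0128, with a median absolute difference of 0.00271. The P-values differed more. The highest among the 84 IDs was 5.57e-04 in the quasi-likelihood test, while the highest in the paper's list is 4.6e-05. Of the 84 IDs, 11 are XLOC IDs. The list holds 80 distinct count profiles, since 6 of its IDs share every count with another ID of the list. These include 4 IDs that share the point labelled CYP4F21 in Fig. 2A, whose values cannot be told apart in these files.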

Additional file 2 shows the full list of significant genes, including Ensembl gene ID, log2-fold-change, log2-counts-per-million, *P*-value and q-value. Most of the significant genes (62 out of 84) were down-regulated in lambs derived from the maternal gossypol-rich diet. 

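All 84 IDs of the paper's list had the same direction here as in the paper, 62 lower and 22 higher in lambs of the gossypol-rich diet. Counted as distinct count profiles, 59 were lower and 21 higher. Across all 4327 IDs with an unadjusted p under 0.05, 2130 (49.2%) were lower and 2197 were higher. The share of lower genes thus differed between the listed genes and the wider set. Among the genes that passed an FDR of 1% in edgeR's exact test, 62 of 82 (75.6%) were lower. All 82 are in the paper's list, so this share is not separate evidence for it. At an FDR of 5% in the same test, 423 of 639 were lower. No listed profile separated the diets without overlap, with 0 among the 59 lower and 0 among the 21 higher profiles. Over all 17922 tested profiles, 2 had no overlap, where chance gives 0.0041%.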

Interestingly, many of these down-regulated genes are directly implicated in testis development, spermatogenesis, and sperm physiology, such as cystatin-9-like (*CST9L*), NK3 homeobox 1 (*NKX3.1*), a disintegrin and metallopeptidase domain 11 (*ADAM11*), V-set and immunoglobulin domain containing 1 (*VSIG1*), MAGE family member B18 (*MAGEB18*), leucine rich repeat containing 8 VRAC subunit B (*LRRC8B*), acrosomal protein KIAA1210 (*KIAA1210*), mitogen-activated protein kinase 15 (*MAP3 K15*), solute carrier family 4 member 5 (*SLC4A5*), fetal and adult testis expressed 1 (*FATE1*), and prion like protein doppel (*PRND*), among others. 

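The following values are TMM-normalized CPM over 9 lambs per diet, each symbol paired with its ID through Fig. 2A, and each adjusted p comes from edgeR's quasi-likelihood test. Among the genes given in this paragraph, ADAM11 (ENSOARG00000008974) had the highest mean expression. It was 647 ± 584 CPM (SD, n = 9) in control and 75.4 ± 71.5 CPM (SD, n = 9) in gossypol lambs. Its log2 fold change was -3.103 (standard error 0.68, adjusted p = 0.0909). CST9L (ENSOARG00000006146) averaged 122 ± 146 CPM in control and 12.8 ± 14.3 CPM in gossypol lambs (SD, n = 9 each), with a log2 fold change of -3.26 (standard error 0.80, adjusted p = 0.0945). In LRRC8B (ENSOARG00000015564), expression was 31.1 ± 17.5 CPM in control and 12.3 ± 4.71 CPM in gossypol lambs (SD, n = 9 each), a log2 fold change of -1.33 (standard error 0.32, adjusted p = 0.0945). MAGEB18 (ENSOARG00000018216) fell from 15.8 ± 15.5 CPM to 2.67 ± 2.04 CPM (SD, n = 9 each), a log2 fold change of -2.56 (standard error 0.62, adjusted p = 0.0945). VSIG1 (ENSOARG00000018478) averaged 22.0 ± 44.5 CPM in control and 1.62 ± 0.439 CPM in gossypol lambs (SD, n = 9 each), with a log2 fold change of -3.76 (standard error 0.89, adjusted p = 0.0945). Its control median was 1.88 CPM and its highest control lamb had 137 CPM. Without control lamb H22 its log2 fold change was -2.23. The alternative that moved it most was limma-voom, with -1.68, which compares means of log2 values and so gives a single high lamb less weight. The spread between control lambs was as large as the difference between diets in several of these genes. In ADAM11, CST9L, LRRC8B and MAGEB18, 5 of the 9 control lambs lay above the highest gossypol lamb, and in VSIG1 4 of 9. A 2-sided exact permutation test of log2 CPM, adjusted by Benjamini-Hochberg over 24 IDs, gave adjusted p-values of 0.0097 for ADAM11, 0.0209 for CST9L, 0.0123 for LRRC8B, 0.0209 for MAGEB18 and 0.0857 for VSIG1. The 24 IDs are among the calls of the paper on these same lambs, so small values over them follow in part from that choice and show no stability. Even so, the difference in VSIG1 is not larger than the spread between lambs by this test. The paper states that many of the down-regulated genes take part in testis development, spermatogenesis and sperm physiology.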

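The 22 IDs listed as higher in lambs of the gossypol-rich diet comprise 21 distinct count profiles, and all were higher here too. GFRA3 (ENSOARG00000016086) rose from 1.79 ± 0.728 CPM (SD, n = 9) in control to 4.04 ± 0.805 CPM (SD, n = 9) in gossypol lambs. This is a log2 fold change of 1.17 (standard error 0.22, adjusted p = 0.0835 from edgeR's quasi-likelihood test). Its values overlapped between diets, with 6 of the 9 gossypol lambs above every control lamb (2-sided exact permutation test, p = 1.65e-04, or 0.00132 after Benjamini-Hochberg adjustment over 24 IDs chosen on these lambs). XLOC_028720, an assembled locus without a symbol, was 18.5 ± 3.24 CPM in control and 28.2 ± 5.17 CPM in gossypol lambs (SD, n = 9 each), a smaller log2 fold change of 0.61 (standard error 0.13, adjusted p = 0.0909 from the same test).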

On the other hand, 22 out of 84 differentially expressed genes were up-regulated due to gossypol exposure. Many of these significant genes are directly implicated in xenobiotic metabolism, such as solute carrier family 47 member 1 (*SLC47A1*) or intracellular calcium homeostasis and signaling, such as SPARC related modular calcium binding 2 (*SMOC2*), erb-b2 receptor tyrosine kinase 3 (*ERBB3*), calcium voltage-gated channel auxiliary subunit gamma 4 (*CACNG4*), cadherin related 23 (*CDH23*), and otoconin 90 (*OC90*).

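SLC47A1 (ENSOARG00000018143) had the lowest p-value of all tested IDs. It was expressed at 1.37 ± 0.797 CPM (SD, n = 9) in control and 4.35 ± 1.62 CPM (SD, n = 9) in gossypol lambs. Its log2 fold change was 1.65 (standard error 0.31, adjusted p = 0.0835 from edgeR's quasi-likelihood test). SMOC2 (ENSOARG00000005022) showed the steepest rise of these genes, from 1.75 ± 1.799 CPM to 13.5 ± 15.0 CPM (SD, n = 9 each), with a log2 fold change of 2.93 (standard error 0.60, adjusted p = 0.0909). Its gossypol lambs ran from 1.86 to 48.2 CPM. ERBB3 (ENSOARG00000010448) rose from 3.65 ± 2.23 CPM to 12.4 ± 6.39 CPM (SD, n = 9 each), a log2 fold change of 1.76 (standard error 0.38, adjusted p = 0.0909). OC90 was expressed at low levels, 0.368 ± 0.160 CPM in control and 0.901 ± 0.302 CPM in gossypol lambs (SD, n = 9 each), or between 3 and 27 counts per lamb. Its log2 fold change was 1.28 (standard error 0.28, adjusted p = 0.0909). The label OC90 has no line to its point in Fig. 2A, so its pairing with ENSOARG00000007044 is less certain than the others. The 2-sided exact permutation test of log2 CPM, adjusted over 24 IDs, gave adjusted p-values of 0.00148 for SLC47A1, 0.00183 for SMOC2, 0.00691 for ERBB3 and 0.00132 for OC90. Above the highest control lamb lay 6 of 9 gossypol lambs in SLC47A1, 5 in SMOC2 and 7 each in ERBB3 and OC90. These IDs were chosen for their difference in the same lambs, which limits what this test adds to the adjustment over all tested IDs.

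**Figure D1:**
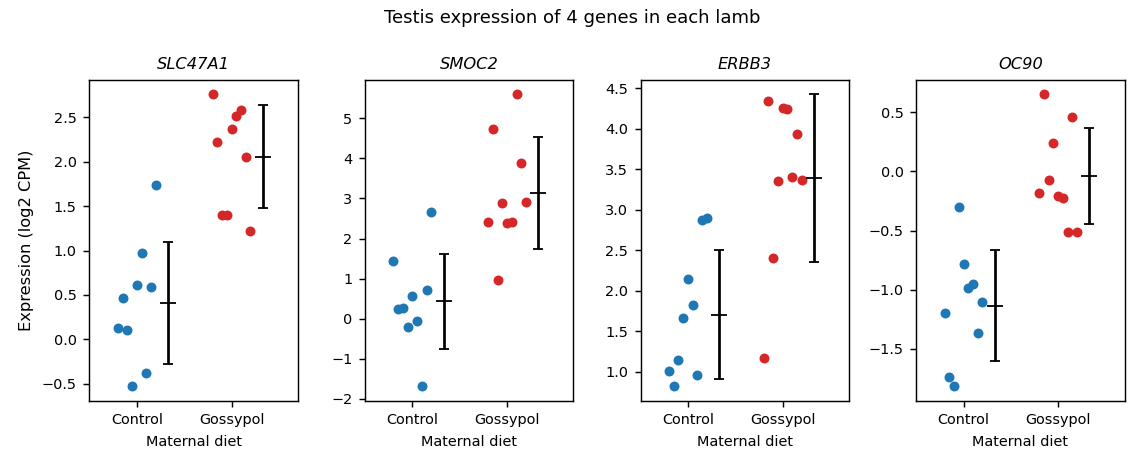
Expression (log2 CPM, TMM-normalized, prior count 2) of SLC47A1, SMOC2, ERBB3 and OC90 in each of 9 lambs per maternal diet. Points are lambs, and the bar with whiskers beside them is the mean ± SD. Each gene shows a higher mean in gossypol lambs and some overlap between diets, and the mean for SMOC2 goes from 0.44 to 3.13.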

**Fig. 2:**
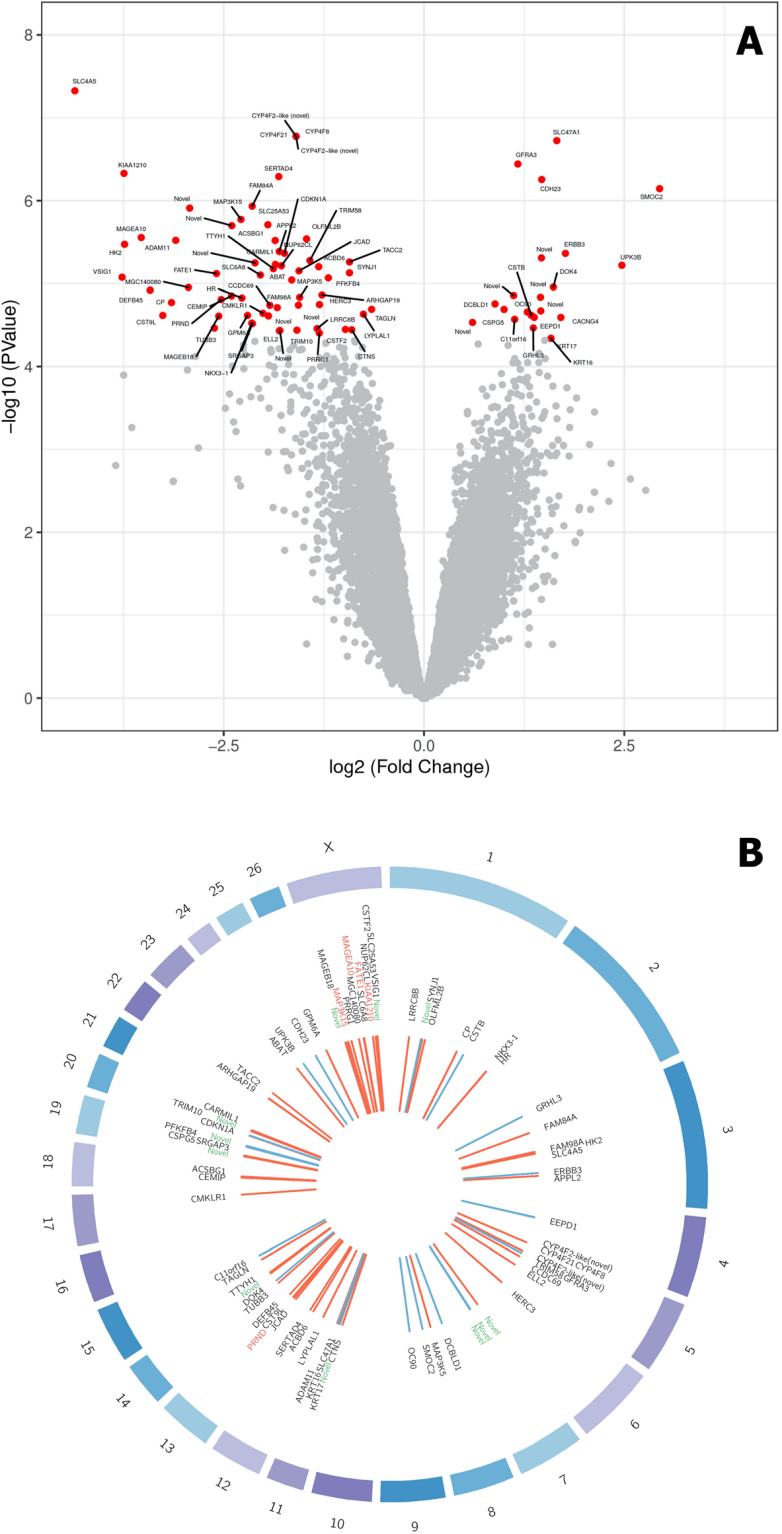
Changes in testis transcriptome between maternal diets. **a** Volcano plot showing gene expression changes in lambs exposed to either a control diet (CT, *n* = 9) or a cottonseed diet (GO, n = 9). The x-axis shows the magnitude of the change in gene expression while the y-axis shows the statistical significance of the change in gene expression. **b** Circos plot showing differentially expressed genes. The outer ring shows the chromosomes in the *Ovis aries* genome; the middle ring shows the name of all differentially expressed genes (FDR ≤ 0.01): in green are novel genes and in red are genes selected for qRT-PCR validation; the inner ring shows tiles depicting differentially expressed genes, red are downregulated genes while blue are upregulated genes due to gossypol exposure

### Gene expression validation

The expression of five genes directly implicated in male reproduction, namely *KIAA1210*, *MAP3 K15*, *SLC4A5*, *FATE1* and *PRND*, was validated using qRT-PCR. The RNA-Seq analysis revealed that these genes were down-regulated in the maternal cottonseed diet. 

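In the counts, SLC4A5 (ENSOARG00000012369) averaged 33.3 ± 41.3 CPM (SD, n = 9) in control and 1.61 ± 0.423 CPM (SD, n = 9) in gossypol lambs, a log2 fold change of -4.36 (standard error 0.83, adjusted p = 0.0835 from edgeR's quasi-likelihood test). KIAA1210 (ENSOARG00000016447) averaged 86.6 ± 99.6 CPM and 6.45 ± 5.904 CPM (SD, n = 9 each), a log2 fold change of -3.74 (standard error 0.77, adjusted p = 0.0909). FATE1 (ENSOARG00000008619) was the most expressed of the 5 genes, at 528 ± 468 CPM and 87.5 ± 74.2 CPM (SD, n = 9 each), with a log2 fold change of -2.59 (standard error 0.60, adjusted p = 0.0945). For PRND (ENSOARG00000004683), the means were 19.9 ± 19.9 CPM and 3.45 ± 2.59 CPM (SD, n = 9 each), a log2 fold change of -2.53 (standard error 0.60, adjusted p = 0.0945). MAP3K15 (ENSOARG00000014746) fell from 30.9 ± 26.1 CPM to 6.32 ± 2.55 CPM (SD, n = 9 each), a log2 fold change of -2.29 (standard error 0.48, adjusted p = 0.0909). The means were lower in gossypol lambs in all 5 genes, and the lambs overlapped. In each gene 5 of the 9 control lambs lay above every gossypol lamb, and the other control lambs lay within or below the gossypol range. In SLC4A5 the control lambs ran from 0.726 to 101.7 CPM with a median of 7.95 CPM. The 2-sided exact permutation test of log2 CPM, with Benjamini-Hochberg adjustment over 24 IDs, gave adjusted p-values of 0.0251 for SLC4A5, 0.0101 for KIAA1210, 0.0101 for FATE1, 0.0145 for PRND and 0.0125 for MAP3K15, over IDs already chosen for their difference in these lambs. MAGEA10 (ENSOARG00000008422), which the methods name among the genes chosen for qRT-PCR, had a log2 fold change of -3.53 (standard error 0.78, adjusted p = 0.0909), with 4 of 9 control lambs above every gossypol lamb (2-sided exact permutation test, p = 0.071, or 0.0741 adjusted over 24 IDs). In SLC4A5, KIAA1210 and MAGEA10, the alternative that moved the fold change most was limma-voom, with -2.597, -2.79 and -1.90, respectively. It compares means of log2 values where edgeR compares mean counts. The 2 measures differ in kind where control lambs are spread widely, so the gap is not instability of 1 measure.

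**Figure D2:**
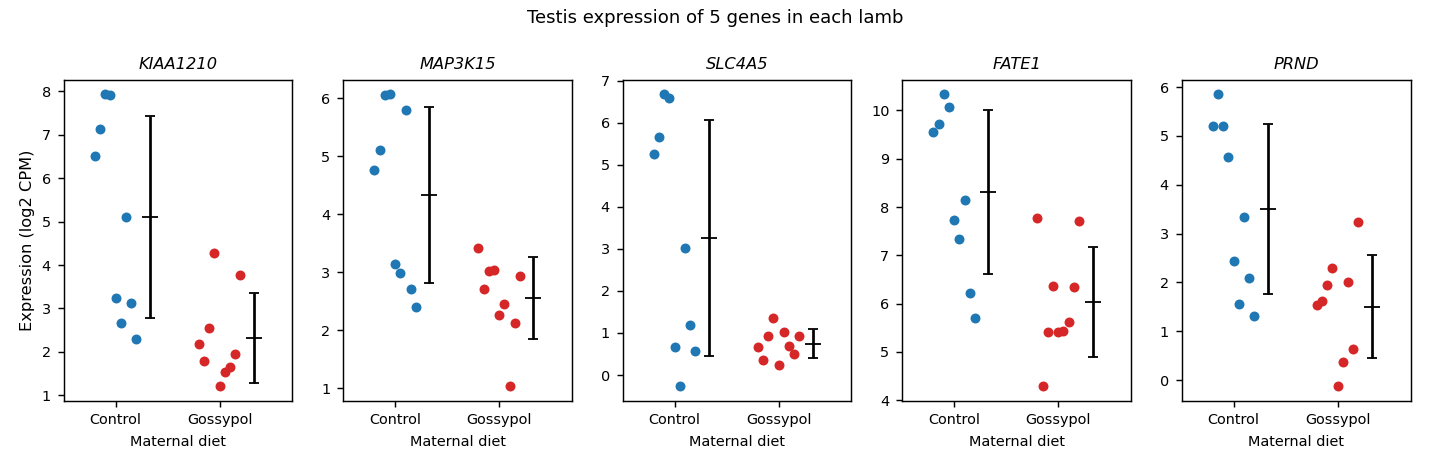
Expression (log2 CPM, TMM-normalized, prior count 2) of KIAA1210, MAP3K15, SLC4A5, FATE1 and PRND in each of 9 lambs per maternal diet. Points are lambs, and the bar with whiskers beside them is the mean ± SD. In each gene 5 control lambs sit above all gossypol lambs, and the other 4 overlap with them or lie below.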

In the same way, results from qRT-PCR clearly indicated that the expression of these five genes was significantly decreased due to gossypol exposure (*P*-value ≤0.05, Additional file 3).

### Gene-set enrichment analysis

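The paper's enrichment analysis takes genes at an FDR of 5% or less that have Ensembl annotations as its input. In edgeR's quasi-likelihood test, 0 IDs met the FDR limit, and 4327 had an unadjusted p under 0.05. With edgeR's exact test 639 IDs met it, of which 423 were lower in gossypol lambs, and 567 of the 639 are Ensembl IDs. With the likelihood ratio test 666 IDs met it, 431 of them lower and 587 of them Ensembl IDs. The DESeq2 Wald test gave 882 IDs, 563 of them lower and 784 of them Ensembl IDs. Leaving out 1 lamb changed the count in the quasi-likelihood test from 0 up to 1271 IDs, the latter without control lamb H44. The assignment of IDs to Gene Ontology terms was not used here, so the terms themselves were not tested.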

An enrichment analysis, also known as overrepresentation analysis, was performed in order to gain additional insight into the biological processes that could be impacted by gossypol in the lamb testicles. Figure 3 displays a set of Gene Ontology terms that were significantly enriched with differentially expressed genes. Some of these functional terms are closely related to testis function, such as *spermatogenesis* (GO:0007283). In addition, some terms are directly implicated in ion iron metabolism, such as *ion iron binding* (GO:0005506) and *heme binding* (GO:0020037), and also calcium homeostasis, such as and *voltage-gated calcium channel complex* (GO:0005891). Interestingly, many significant terms are associated with epithelial tissue integrity and homeostasis, such as *cell communication* (GO:0007154), *gap junction* (GO:0005921), and *morphogenesis of an epithelium* (GO:0002009), suggesting that gossypol exposure might impair the highly specialized epithelial tissue found in the testicles. Finally, some terms were closely related to the immune function, such as *defense response to bacterium* (GO:0042742) and *innate immune response* (GO:0045087). Additional file 4 shows the full list of significant GO terms, including GO ID, GO name, number of genes, number of differentially expressed genes, and Fisher’s *P*-value.

**Fig. 3:**
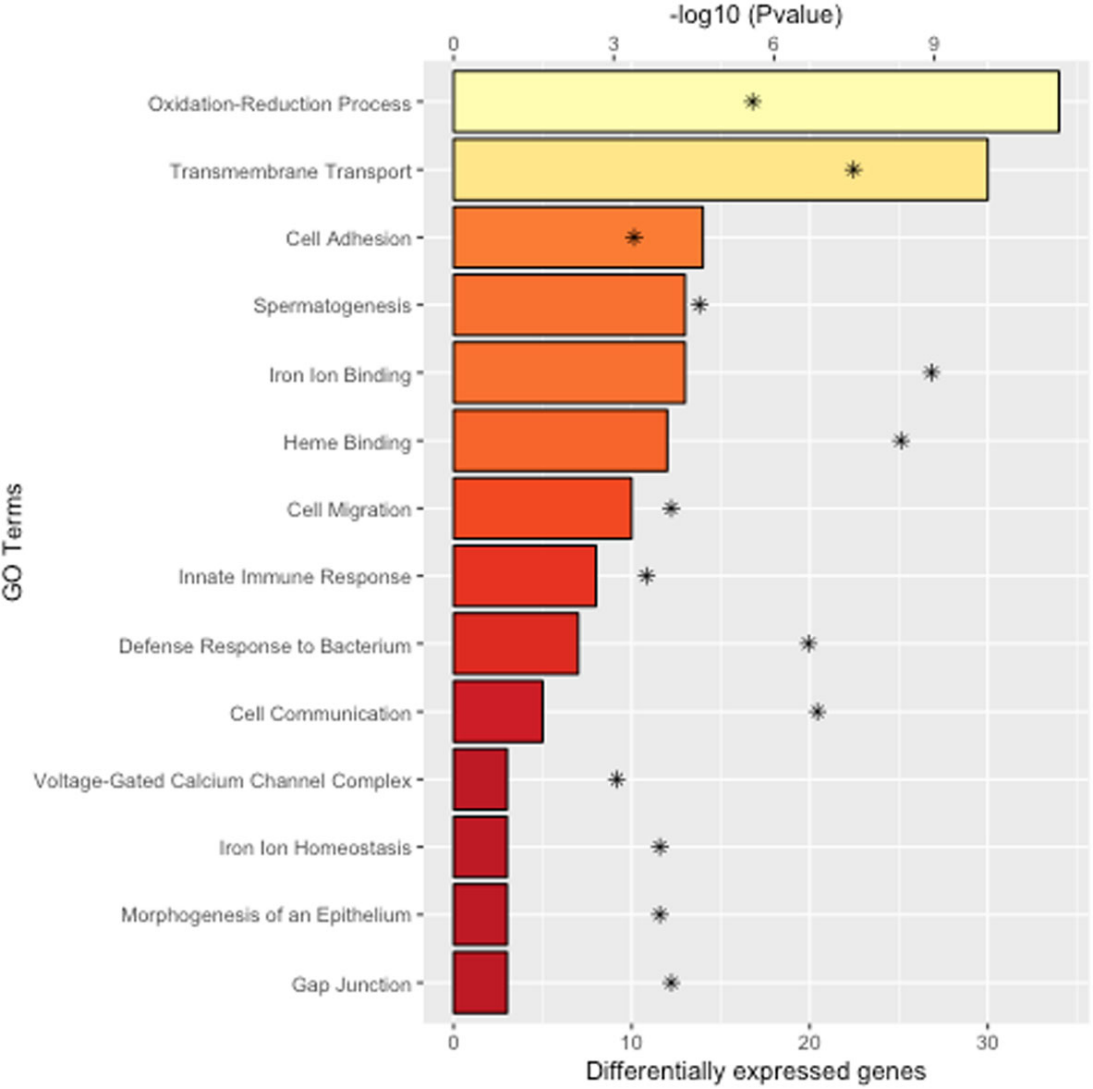
Gene Ontology terms significantly enriched with differentially expressed genes between maternal control and maternal cottonseed diets. The bottom x-axis shows the number of differentially expressed genes in each GO term while the top x-axis shows the significance of the enrichment as -log_10_ (*P*-value)

### Gene coexpression network analysis

The potential impact of gossypol on spermatogenesis was further investigated using gene coexpression network analysis. The goal was to investigate the preservation of the coexpression network between maternal diets using the expression of 145 spermatogenesis-related genes. Figure 4 shows the distribution of the node connectivity and node cluster coefficient, two classical network preservation statistics, in each maternal diet. Interestingly, the exposure to gossypol in utero and throughout lactation caused noticeable changes in the coexpression patterns of genes directly implicated in spermatogenesis. Indeed, the maternal gossypol-rich diet altered the spermatogenesis network decreasing both gene connectivity and gene clustering, suggesting a clear disruption in gene coexpression patterns.

**Fig. 4:**
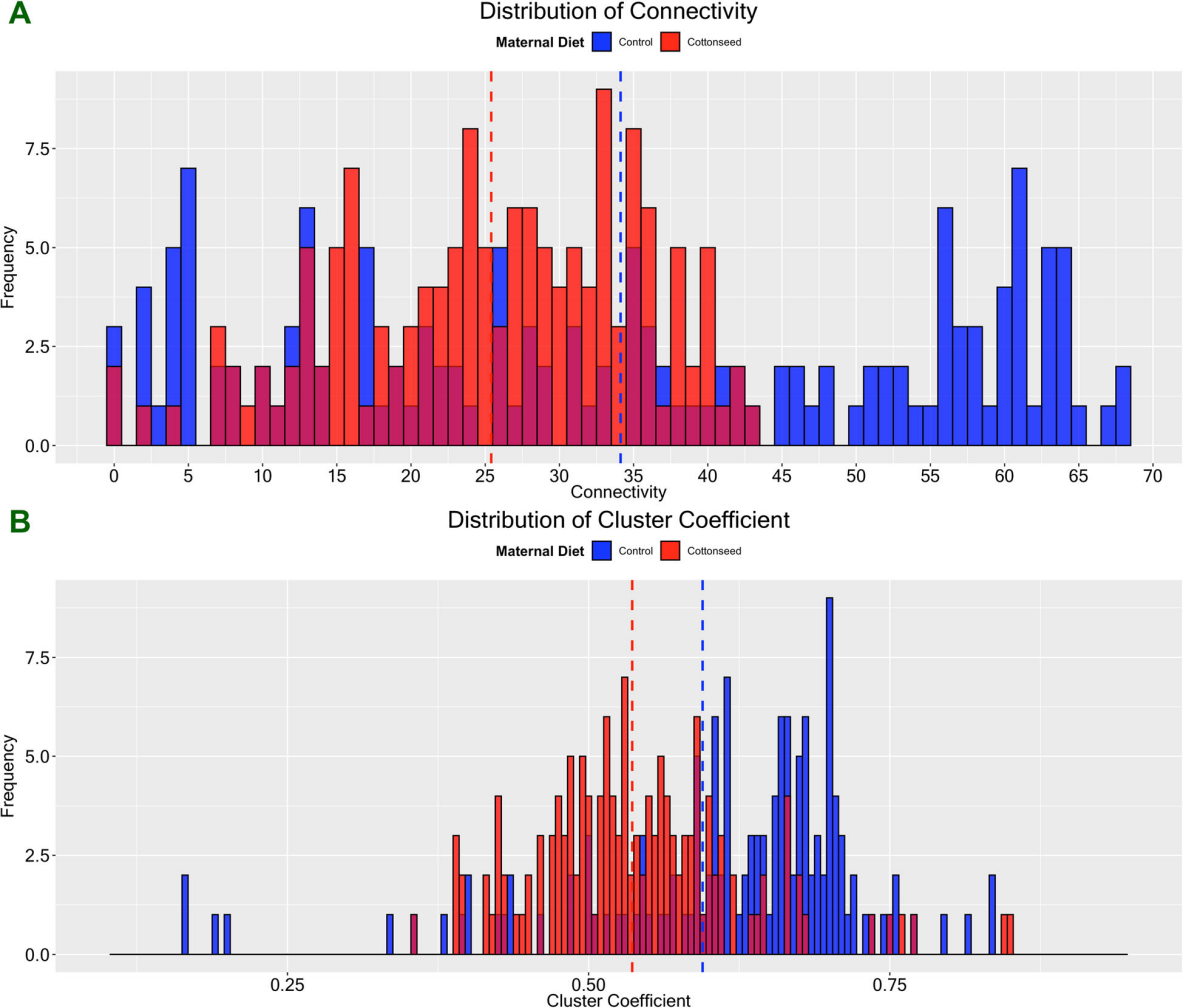
Spermatogenesis coexpression network analysis: distributions of node connectivity and node clustering coefficient between maternal diets. **a** Node connectivity; (**b**) Node clustering coefficient. Control diet is represented in blue while gossypol-rich cottonseed diet is represented in red. Treatment means are marked by the dashed vertical lines: the blue line is for the control diet and the red line is for the gossypol-rich cottonseed diet

## Discussion

Nutritional programming describes the effects that nutritional changes during key moments of development have on future animal performance. The present study was specially designed to evaluate the effects of maternal cottonseed supplementation, a feed rich in gossypol, on male reproductive function. Our results showed that exposure to gossypol in utero and throughout lactation led to significant changes in testis development and gene expression. To the best of our knowledge, this is the first study that reports programming of sexual development and male reproductive function due to maternal cottonseed nutrition.

The exposure to gossypol in utero and throughout lactation negatively impacts growth and testis development. Lambs derived from the maternal cottonseed diet had not only lower body weight at weaning but also significantly lower gonadosomatic index, indicating smaller testicles in relation to the total body mass. This is a clear indication that the gestational and lactational exposure to gossypol impairs normal development of the testicles, which in turn could have lasting or lifelong consequences on male reproductive function. Several studies in male rats have reported that exposure to gossypol caused degeneration of seminiferous tubules and reduced testosterone concentration [7–9]. Interestingly, we found that, although not statistically significant, testosterone levels were consistently lower in lambs from dams supplemented with cottonseed. Given that testosterone is produced by the Leydig cells, interstitial cells found adjacent to the seminiferous tubules, lower testosterone levels can be explained either by the reduced testicle mass and/or a direct impact of gossypol on the physiology of the Leydig cells [17, 18].

Maternal exposure to gossypol directly impacted the testis transcriptome of the offspring. Most significantly altered genes were found down-regulated in the maternal gossypol-rich diet. Notably, many of these down-regulated genes, such as *CST9L*, *FATE1*, *NKX3.1*, *ADAM11*, *VSIG1*, *KIAA1210*, *CYP4F21*, *SLC4A5*, and *PRND*, are closely related to male fertility and sperm biology. 

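CYP4F21 had one of the clearest separations among the lower genes. The ID paired with it, ENSOARG00000001217, has the same count in every lamb as 3 other IDs labelled as CYP4F genes at the same point of Fig. 2A, so the values belong to the set of 4 IDs and not to one gene. Expression was 52.1 ± 24.8 CPM (SD, n = 9) in control and 17.2 ± 7.54 CPM (SD, n = 9) in gossypol lambs. The log2 fold change was -1.598 (standard error 0.30, adjusted p = 0.0835 from edgeR's quasi-likelihood test). Of the 9 control lambs, 8 lay above the highest gossypol lamb (2-sided exact permutation test, p = 4.94e-04, or 0.00183 after Benjamini-Hochberg adjustment over 24 IDs chosen on these lambs). With each lamb left out in turn the log2 fold change stayed between -1.72 and -1.45.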

For instance, gene *CST9L* is a testis-specific protein, member of the superfamily of cysteine peptidase inhibitors, that has a relevant role in tissue reorganization during early testis development [19]. Gene *FATE1* is a X-linked gene predominantly expressed in fetal and adult testis implicated in both testicular development and germ cell differentiation [20]. Gene *NKX3.1* is a homeobox transcription factor which exhibits prostate and testis specific expression, and is essential for normal testis function given that its loss of expression is highly associated with testicular germ cell tumorigenesis [21]. Gene *ADAM11* encodes a member of the disintegrin and metalloprotease protein family, membrane-anchored proteins that have been implicated in a variety of biological processes involving cell-cell and cell-matrix interactions, including gametogenesis and fertilization [22, 23]. Gene *VSIG1* is a member of the junctional adhesion molecule family, is primarily expressed in the stomach and testis, and plays important roles during spermatogenesis [24]. Gene *KIAA1210* is predominantly expressed in testis and plays an active role in the acrosome reaction, a crucial process during sperm-oocyte fusion [25]. Gene *CYP4F21* encodes a cytochrome P450 enzyme which is involved in the biosynthesis of 20-hydroxy-PGE_1_ and 20-hydroxy-PGE_2_, two specific and presumably physiologically important compounds excreted by the male vesicular glands [26]. Gene *SLC4A5* encodes a member of the sodium bicarbonate cotransporter family, is highly expressed in the testis and plays a key role in regulating sodium and bicarbonate transport, influencing testis intracellular, extracellular, and interstitial pH [27]. Gene *PRND* encodes a membrane glycoprotein that is found predominantly in testis and has a crucial function during the late steps of spermatogenesis [28]. Overall, these results indicate that prenatal and lactational exposure to gossypol alters the expression of many genes involved in testicular function.

Although several studies have shown the toxicity of gossypol in male reproduction, the precise mechanisms of gossypol action in the testicles have not yet been fully elucidated. Of special interest, *spermatogenesis* (GO:0007283) was identified as one of the most impacted functional gene-sets by the maternal cottonseed diet (Fig. 3, Fisher’s *P*-value ≤0.01). Indeed, a total of 13 genes directly implicated in the spermatogenesis process showed differential expression between maternal diets. Notably, the gene coexpression network analysis revealed that the maternal exposure to gossypol significantly altered the coexpression patterns of spermatogenesis-related genes, suggesting that gossypol might disrupt gene coregulation mechanisms. Recently, Lim et al. proposed that gossypol induces negative effects on mice testis function by reducing cell viability, mitochondrial membrane potential, and the expression of many genes related to development and maturation of sperm cells [29]. Spermatogenesis is a multi-step process that involves multiple cellular events including cell-cell interactions, cell migration, apoptosis and differentiation. Interestingly, we found that functional gene-set terms such as *cell communication* (GO:0007154), *cell adhesion* (GO:0007155), *gap junction* (GO:0005921), *cell migration* (GO:0016477), and *negative regulation of apoptotic signaling pathway* (GO:2001234) were significantly impacted by gossypol exposure.

It is well-documented that free gossypol is a highly reactive compound that readily binds to iron, forming a gossypol-iron complex, which limits iron bioavailability and inhibits iron absorption. Here, lambs derived from the maternal gossypol-rich diet showed significantly lower red blood cells, hematocrit, and hemoglobin, compared to lambs from maternal control diet. Note that gossypol-mediated iron deficiency impairs heme synthesis, which in turn limits hemoglobin synthesis. Interestingly, the negative effect of gossypol on iron homeostasis was also revealed by the gene expression data. Indeed, some of the most significant gene-sets in the pathway analysis were closely related to iron metabolism, such as *iron ion binding* (GO:0005506), *heme binding* (GO:0020037), and *iron ion homeostasis* (GO:0055072). The vast majority of the genes in these functional terms were down-regulated in lambs from the maternal cottonseed treatment, providing further evidence that maternal exposure to gossypol negatively altered iron ion transport, signaling, and metabolism in the offspring.

There is growing evidence that gossypol also alters intracellular calcium homeostasis and signaling. Indeed, several studies have shown that gossypol causes a rapid increase in cytoplasmic calcium as a consequence of release of calcium from endoplasmic reticulum stores, and subsequent calcium influx through calcium release-activated channels [30–32]. 

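CDH23 (ENSOARG00000006661) was expressed at 26.3 ± 11.8 CPM (SD, n = 9) in control and 72.8 ± 34.6 CPM (SD, n = 9) in gossypol lambs. Its log2 fold change was 1.47 (standard error 0.29, adjusted p = 0.0909 from edgeR's quasi-likelihood test), and 7 of the 9 gossypol lambs lay above the highest control lamb (2-sided exact permutation test, p = 0.00103, or 0.00309 after Benjamini-Hochberg adjustment over 24 IDs chosen on these lambs). CACNG4 (ENSOARG00000015817) was less expressed, at 2.78 ± 1.62 CPM and 9.07 ± 5.93 CPM (SD, n = 9 each), with between 23 and 343 counts per lamb. It had a log2 fold change of 1.71 (standard error 0.40, adjusted p = 0.0945 from the same test). In CACNG4, 5 of the 9 gossypol lambs lay above every control lamb (2-sided exact permutation test, p = 0.0035, or 0.00807 adjusted over the same IDs).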

Interestingly, we found that many genes up-regulated in lambs derived from the maternal gossypol-rich diet, such as *CDH23* and *CACNG4*, are directly implicated in calcium homeostasis. For instance, gene *CDH23* encodes a member of the cadherin superfamily, which comprises calcium-dependent cell-cell adhesion glycoproteins involved in diverse biological processes including calcium ion transport and regulation of cytosolic calcium ion concentration [33]. Similarly, gene *CACNG4* encodes a transmembrane protein that plays an active role in the regulation of calcium ion transmembrane transport [34]. Furthermore, the gene-set enrichment analysis identified functional terms, such as *transmembrane transport* (GO:0055085), *positive regulation of release of sequestered calcium ion into cytosol* (GO:0051281), and *voltage-gated calcium channel complex* (GO:0005891), that are directly implicated in calcium ion homeostasis. Overall, our findings provide additional evidence that gossypol alters calcium metabolism, which in turn can mediate some of its detrimental effects.

## Conclusions

Our findings provide evidence that maternal cottonseed supplementation during the gestational and lactational period alters male reproductive function in the offspring. To the best of our knowledge, this is the first study showing that gossypol exposure during fetal development and early neonatal life can severely impact sexual development. The observed changes in testis development and testis gene expression suggest that exposure to gossypol in utero and during lactation can have lasting or lifelong consequences on male fertility.

## Methods

### Ethics statement

All the animal procedures used in this study were approved by the Committee on Animal Research and Ethics (008/2015) of the Center of Nuclear Energy in Agriculture, University of São Paulo, Brazil. All experiments were performed in accordance with relevant guidelines and regulations.

### Animals, experimental design, and maternal diets

Santa Inês ewes (*Ovis aries*) from the Center for Nuclear Energy in Agriculture at the University of São Paulo, Brazil, were used in a completely randomized design in order to evaluate the effect of gestational and lactational exposure to cottonseed-derived gossypol on testis development and testis gene expression in lambs. From conception until 60 days postpartum, ewes were individually supplemented with a control diet based on corn and soybean or a gossypol-rich diet based on cottonseed [35]. Ewes had ad libitum access to hay and forage (pastures of *Panicum maximum cv. Aruana*). The diets were elaborated to meet the requirements of protein and metabolizable energy for gestation and lactation.

### Lamb measurements and blood collection

A total of 18 male lambs, 9 from control and 9 from gossypol-rich maternal diets, were used in this study. Lambs were kept in collective pens with ad libitum access to water, tifton hay, mineral salt, and concentrate (70% corn and 30% soybean meal) provided in creep feeding. Milk intake was estimated according to the method proposed by Robinson et al. [36]. Blood samples were collected on days 0, 3, 7, 15, 30, 45 and 60 after birth by puncture of the jugular vein, using vacuum tubes either with or without anticoagulant (EDTA). A hematological analyzer (Davol® poch-100 iV, São Paulo, Brazil) was used to determine red blood cell count (RBC), white blood cell count (WBC), hemoglobin concentration (Hg), hematocrit (Ht), and platelet count (Plc). Blood samples without EDTA were centrifuged for 10 min at 1310 g and 4 °C for serum separation and stored at − 20 °C for further analysis of testosterone (T), thyroxine (T_4_) and triiodothyronine (T_3_) on days 15, 30 and 60. Hormone levels were analyzed by radioimmunoassay (RIA) following the instructions of iodine ^125^I RIA kits Beckman coulter® (T/IM1087, T_3_/IM1699 and T_4_/IM1447), Praha, Czech Republic. The entire right and left testicles were removed at 60 days of age. Lambs were sedated with a 0.1 mg/kg dose intramuscular xylazine hydrochloride, followed by local anesthesia containing 2 mL of 2% lidocaine hydrochloride with epinephrine. The gonadosomatic index (GSI) for each lamb was calculated as the weight of both testicles divided by total body weight. The left testicle was frozen in nitrogen liquid and stored in − 80 °C for subsequent RNA-sequencing.

### Statistical analysis

The statistical analysis of the body weight, milk intake, GSI, blood parameters, and hormone data was performed using SAS® 9.2 software (SAS Institute Inc., Cary NC, USA/2014). For the response variables measured only once, namely milk intake and GSI, the effect of the maternal diets was assessed using PROC Anova. On the other hand, body weight records, hemogram parameters, and hormone levels were evaluated several times, and hence the effect of maternal nutritional treatments was evaluated using the procedure of repeated measures in PROC Mixed.

### RNA extraction, library preparation and sequencing

Total RNA was extracted from 18 testicles derived from 18 lambs, 9 from maternal control diet and 9 from maternal gossypol-rich diet. RNA extraction was performed using Trizol® reagent, and quality of the obtained RNA was determined using a nanodrop spectrophotometer (OD260/OD280) to determine purity, as well as an agarose gel electrophoresis to observe potential RNA degradation and contamination. The RNA integrity was assessed using an Agilent Bioanalyzer, with RNA integrity number (RIN) values between 8 and 10. All the RNA-sequencing procedures were performed by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). Sequencing libraries were prepared using a Poly-A tail capture method and sequenced with Illumina’s HiSeq 3000. Whole-genome transcriptome sequencing data can be accessed by GEO with the accession number GSE133811.

### RNA-seq data analysis

RNA-sequencing reads were tested for quality before and after trimming using the software FastQC (version 0.11.7, Babraham Bioinformatics, UK). Trimming was conducted with the software Trim Galore (version 0.4.4, Babraham Bioinformatics, UK) using the following parameters: *--quality* 20, *−-clip_R1* 10, *−-three_prime_clip_R1* 20, and *--length* 50. Note that reads that became shorter than 50 bp were discarded. A first round of single-end alignment was performed on the Oar_v3.1 sheep genome assembly using the software Tophat2 (version 2.1.1) with the option *--coverage-search* to enable search of novel junctions [37]. Resulting junction files were then merged together and used for a second round of mapping as a way to fully maximize the identification of novel transcripts. A maximum of 2 mismatches were allowed and reads that mapped to more than 40 genomic locations were discarded. The resulting alignments were provided to software Cufflinks (version 2.2.1) in order to construct transcript models. Sample assemblies were merged together with the Oar_v3.1 sheep genome assembly annotation file using Cuffmerge (Cufflinks, version 2.2.1) in order to combine novel transcripts with known annotated transcripts; this strategy maximizes the overall quality of the final assembly. Read counting was performed with htseq (version 0.6.1p1) using the final transcriptome assembly with the option *intersection-nonempty* [38]. Differentially expressed genes between maternal diets were detected using the *R* package edgeR (version 3.20.9) with default parameters [39].

### Validation of differentially expressed genes

Five differentially expressed genes were chosen for validation of RNA-Seq results: *KIAA1210*, *MAP3 K15*, *MAGEA10*, *FATE1* and *PRND*. The same RNA samples used for RNA-Seq were used here for gene expression validation using quantitative real-time PCR (qRT-PCR). Total RNA was quantified through spectrometry using Nanodrop 2000c (Thermo Fisher Scientific) and 1000 ng of total RNA were treated with 1 U of DNase I (Thermo Scientific) in a 10 μL reaction containing 1 μL + DNase-RNase-Free water at 37 °C for 10 min. The cDNA was prepared using the Maxima First Strand cDNA Synthesis kit (Thermo Fisher, Waltham, MA). Reactions were run using StepOnePlus system (Applied Biosystems, Foster City, CA). Gene *GAPDH* was chosen as internal control because of its stable expression across all RNA-Seq samples. The association between normalized gene expression values (ΔCt) and maternal diets was tested using a likelihood ratio test [40]. The relative gene expression values were calculated using the 2^-ΔΔCt^ method [41].

### Gene-set enrichment analysis

The significant enrichment of Gene Ontology (GO) terms with differently expressed genes between maternal nutritional treatments was analyzed using Fisher’s exact test, a test of proportions based on the cumulative hypergeometric distribution. Differentially expressed genes that showed FDR ≤ 0.05 and had ENSEMBL annotations were tested against the background set of all expressed genes with ENSEMBL annotations. The assignment of genes to GO terms was performed using the function *getBM* from the *R* package biomaRt (v 2.36.1). The Fisher’s exact test was implemented using the function *fisher.test* in the *R* software.

### Gene coexpression network analysis

Network modeling analysis was performed to further characterize the process of spermatogenesis that could be directly impacted by maternal gossypol exposure. A total of 145 genes that showed expression in the RNA-Seq analysis and belong to GO *spermatogenesis* (GO:0007283) were considered in this analysis. For each maternal nutritional treatment, a *correlation matrix R* = (*r*_*ij*_) with dimensions 145 × 145 was constructed using Pearson correlation coefficients. Each correlation matrix was then translated into an *adjacency matrix A* = (*a*_*ij*_), an 145 × 145 matrix with entries either 0 or 1. Here, if |*r*_*ij*_| ≥ 0.5 and *P*-value ≤0.05, then *a*_*ij*_ = 1, otherwise *a*_*ij*_= 0. Finally, for each maternal diet, an unweighted network was constructed based on *adjacency matrix* where two genes *i* and *j* were either connected (*a*_*ij*_ = 1) or disconnected (*a*_*ij*_ = 0). The structure and topology of each network was evaluated using node *connectivity* and node *cluster coefficient* [42]. The *connectivity k*_*i*_ of gene *i*, defined as $$ {k}_i=\sum \limits_{j\ne i}{a}_{ij} $$, measures the connection strength of gene *i* with all the other genes. The *cluster coefficient c*_*i*_ of gene *i*, defined as,

$$ {c}_i=\frac{\sum_{j\ne i}{\sum}_{k\ne i}{a}_{ij}{a}_{jk}{a}_{ki}}{{\left({\sum}_{j\ne i}{a}_{ij}\right)}^2-\sum \limits_{j\ne i}{\left({a}_{ij}\right)}^2} $$

represents the local density of a network with 0 ≤ *c*_*i*_ ≤ 1. All these analyses were performed using the *R* package Weighted Correlation Network Analysis (WGCNA, version 1.66) [43].

## Supplementary information

**Additional file 1.** Sequencing and mapping statistics.

**Additional file 2.** List of significant genes.

**Additional file 3.** qRT-PCR validation results.

**Additional file 4.** List of significant GO terms.

## Data Availability

Sequencing data can be accessed through NCBI GEO with accession number GSE133811.

## Abbreviations

FDR: False discovery rate
GO: Gene ontology
RNA-Seq: RNA sequencing

How the deposited data were processed for this re-analysis (not part of the article)

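Testis RNA from 18 male Santa Inês lambs at 60 days of age was compared between 9 lambs of ewes on the control diet and 9 lambs of ewes on the gossypol-rich cottonseed diet. The diet of each lamb was taken from the sample labels, which carry the same lamb names as Additional file 1 of the paper. The lambs are separate animals with no number shared between diets, so no pairing was used.

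The authors trimmed the single-end reads with Trim Galore, aligned them in successive rounds with Tophat2 to the Oar_v3.1 sheep genome, assembled transcripts with Cufflinks, merged these with the annotation by Cuffmerge, and counted reads per gene ID with htseq in its intersection-nonempty mode. The deposited values are these raw counts, whole numbers without normalization or filtering, in 1 file per lamb. The methods do not name whether the counting used strand, so values of antisense and overlapping genes are uncertain. IDs that share all their counts with another ID were kept as separate IDs, and 1 alternative collapsed them.

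The depth was between 14468612 and 22334428 counts per lamb. At this depth the named IDs had between 3 and 30820 counts in single lambs, so counting error weighs more in weakly expressed IDs. The lowest counts in a lamb were 3 in OC90, 4 in SMOC2, 10 in SLC47A1, 11 in SLC4A5 and 12 in VSIG1. Raw and mapped reads per lamb are the paper's values from its Additional file 1.

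Counts were analysed in R 4.3.3 with edgeR 4.0.16. IDs were filtered by filterByExpr (minimum count 10, minimum total 15), libraries were scaled by TMM, and diets were compared with the quasi-likelihood test (glmQLFit and glmQLFTest) without covariates, followed by Benjamini-Hochberg adjustment over all tested IDs. This test was fixed before the data were examined and was kept after it called 0 genes at an FDR of 1%. CPM are TMM-normalized, and log2 CPM were computed with a prior count of 2. For single IDs, a 2-sided exact permutation test on log2 CPM covered all 48620 assignments of the lambs, with 4.1e-05 the smallest p it can give, and Benjamini-Hochberg adjustment over 24 IDs. All 24 are in the paper's list, which was called on these lambs, so this adjustment does not account for their choice among 18640 IDs. Each procedure was tested on a single set of simulated counts for 18640 IDs, of which 18295 passed the filter and 200 were changed 4-fold. They were drawn with the real means, library sizes and fitted spread of each ID. Each ID was drawn independently, so the variation that listed genes share between lambs was absent. Recovery and false calls there do not carry over to those genes. At an FDR of 1% the quasi-likelihood test recovered 186 (93.0%) of the changed IDs with 3 false calls, the exact test 190 with 9, the likelihood ratio test 190 with 10, DESeq2 190 with 13 and limma-voom 185 with 3.

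The alternatives set before the data were examined were RLE normalization, no filter, a filter of at least 1 CPM in at least 9 lambs, edgeR's exact test, its likelihood ratio test, its legacy quasi-likelihood method, the Wald test of DESeq2 1.42.0, limma-voom (limma 3.58.1), the percent of reads mapped as a covariate, identical IDs collapsed, and each lamb left out in turn. The legacy method is the default of the installed edgeR version, so that alternative is the same computation and cannot move a result. After the counts had been seen beside the paper's list, 14 further settings were run: the newer quasi-likelihood method, 3 other filters, and the exact and likelihood ratio tests each with 5 filters. In all, 43 settings were run, and 13 of them called any gene at an FDR of 1%.

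The genes named were chosen as those the paper's text names as differentially expressed or measured by qRT-PCR, and the 5 IDs with the lowest p-value in each direction. SERTAD4 and FAM84A, labelled in Fig. 2A, fall outside this rule but are among the 24 IDs over which the exact permutation p-values were adjusted and signs were counted. The files pair no symbols with the IDs, and 0 of the 29589 IDs matched the available table of sheep gene names. Those names carried no Ensembl IDs, so no match was possible. Symbols for 21 IDs therefore come from the position of labelled points in Fig. 2A, read by eye and matched to the nearest ID of Additional file 2. One gene that the paper names is not reported here. GAPDH, the X chromosome, gene families, cell-type marker genes and the spermatogenesis gene list need symbols or positions that were not used here, so the tests planned for them were not run. qRT-PCR, hormone, blood and body measurements were not analysed here.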

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

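Of the tests in this part, the one on depth was chosen after the value was known. The percent of mapped reads that were counted on gene IDs was far lower in gossypol lamb H41 than in the other 8 gossypol lambs. It was 88.1%, the next lowest gossypol lamb had 92.1% and the highest had 95.1%. IDs that share all their counts were each summed in this percent, and their effect on it was not examined. The gap to the nearest lamb was 0.58 of the whole range of that diet. Dixon's criterion was applied to 56 groups of 9 lambs (log2 CPM of the IDs examined singly and measures of the libraries, each within a diet). It singled out 1 group, where 2.8 would be expected by chance, so this lamb may stand apart by chance alone.

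A technical explanation is a shortage of reads in that library. The total count of H41 ranked 5 among the 9 gossypol lambs, which goes against it. Another is that more of its reads fell outside Ensembl genes. Its percent of counts on XLOC IDs, the assembled loci outside Ensembl genes, ranked 1 among the 9 gossypol lambs, at 3.25%, and the next highest was lamb H01 at 2.55%. XLOC IDs are in the count files, so their share does not measure the reads that were left uncounted, and the low value cannot be told apart from this explanation. Without H41, 0 genes passed an FDR of 1% and 3761 IDs had an unadjusted p under 0.05. Diet gives no biological explanation for a single lamb, and none was tested.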

How the results depend on the processing

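The number of genes called depended on the test. In the quasi-likelihood test 0 genes passed an FDR of 1% or 5%, with 4327 IDs at an unadjusted p under 0.05. Of the 10 alternatives chosen before the data were examined, other than leaving out lambs, 7 also gave 0 genes at both limits: RLE normalization, no filter, at least 1 CPM in at least 9 lambs, the legacy method, limma-voom, the percent of reads mapped as a covariate, and identical IDs collapsed. The legacy method is the same computation in this edgeR version and shows no stability. Their lowest adjusted p-values ran from 0.059 without a filter to 0.21 with the covariate, and they had between 3510 and 5986 IDs at an unadjusted p under 0.05.

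edgeR's exact test called 82 genes at an FDR of 1%, 62 lower and 20 higher, and 639 at 5%. All 82 are in the paper's list. The likelihood ratio test called 90, of which 67 were lower and 23 higher, and 666 at 5%, with 84 of the paper's list among the 90. The DESeq2 Wald test called 105, of which 79 were lower and 26 higher, and 882 at 5%, with 78 of the paper's list among the 105. The share of lower genes among calls has no value in the quasi-likelihood test, which made none, and was 75.6%, 74.4% and 75.2% in these 3 tests. On simulated counts with 200 changed IDs, the false calls at an FDR of 1% were 3 for the quasi-likelihood test, 9 for the exact test, 10 for the likelihood ratio test and 13 for DESeq2. The quasi-likelihood test recovered 186 of the 200 there, so the number of lambs does not by itself prevent calls under those settings. The simulated IDs vary independently, unlike the listed genes, so this does not show its power for them. Why the tests differ on the real counts was not tested.

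With each lamb left out in turn, 0 genes passed an FDR of 1% in all 18 fits, and between 3095 and 5621 IDs had an unadjusted p under 0.05. At an FDR of 5% the count ran from 0 to 1271, and 5 of the fits gave any call. The highest count came without control lamb H44, and the cause was not tested. Among control lambs, H44 had the lowest percent of mapped reads counted (90.8%) and the highest percent of counts on XLOC IDs (2.76%). It also had the highest TMM scaling factor (1.143). Dixon's criterion did not single it out in the percent counted or in the scaling factor.

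Combinations of filter and test added after the counts were seen changed the count at an FDR of 1% as follows. The exact test called 87 genes with no filter (72 in the paper's list), 84 with at least 1 CPM in at least 9 lambs (82 in the list), 83 with CPM above 0.5 in at least 9 lambs (82), 92 with a mean count of at least 10 (82) and 95 with at least 5 counts in at least 9 lambs (84). In the same order of filters, the likelihood ratio test called 109 genes (80 in the list), 85 (82), 91 (84), 108 (84) and 111 (84). The newer quasi-likelihood method gave 0 genes and 4518 IDs at an unadjusted p under 0.05. The quasi-likelihood test with the 3 other filters gave 0 genes and between 4358 and 4734 such IDs.

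Among IDs at an unadjusted p under 0.05, the percent that were lower was 49.2, and it moved by less than 10 points under every alternative chosen before the data were examined. It was 45.2 with no filter, and it was over 50 with RLE (51.2) and DESeq2 (50.3). With each lamb left out it ran from 48.03 to 52.05 and was over 50 in 6 of the 18 fits.

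The log2 fold changes of the 24 IDs examined singly kept their sign in all 432 values with a lamb left out and in all 239 values of the other alternatives. The 24 IDs had been chosen for their difference in these lambs, and 24 of the 239 values come from the legacy method, which is the same computation, so the kept signs show no stability. OC90 has no value under the filter of at least 1 CPM. None of the 24 passed an FDR of 1% in the quasi-likelihood test, where all had an unadjusted p under 0.05. In the other tests 69 of the 239 values passed, which are 24 IDs in the exact test, 24 in the likelihood ratio test and 21 in DESeq2. Among the IDs named, depth limits OC90 most, with 3 to 27 counts per lamb. Tests planned on the X chromosome, the CYP family, calcium channel subunits, connexins, keratins, collagens, the spermatogenesis network, cell-type markers and GAPDH were not run, because 0 of the IDs matched a table of gene names.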

Differences from the paper's values

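The paper reports 84 differentially expressed genes at an FDR of 1%, and the quasi-likelihood test gave 0, with 4327 IDs at an unadjusted p under 0.05. The paper's 62 down-regulated and 22 up-regulated genes stand against 0 and 0 here. Of the alternatives set before the data were examined, edgeR's exact test (82 genes, 62 lower and 20 higher), its likelihood ratio test (90 genes, 67 lower and 23 higher) and the DESeq2 Wald test (105 genes, 79 lower and 26 higher) came within 1.5 times the paper's 3 counts. The 7 others and the 18 fits that each left out 1 lamb gave 0 genes. Among settings chosen after seeing the values, the exact test with at least 1 CPM in at least 9 lambs gave the paper's count of 84, of which 82 are in the paper's list. Other settings chosen after seeing the values also called genes of the list: the exact test with no filter (72 listed genes), with CPM above 0.5 in at least 9 lambs (82), with a mean count of at least 10 (82) and with at least 5 counts in at least 9 lambs (84), and the likelihood ratio test with the same filters (80, 84, 84 and 84) and with at least 1 CPM in at least 9 lambs (82). The paper's methods name edgeR with default parameters, and its text does not name the test. On the same counts, filter and normalization, the exact test made 82 calls, all of them in the paper's list. The 0 here thus goes with the choice of test and not with different counts. Which test the paper used is not settled by this.

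The highest P-value among the listed genes is 4.6e-05 in the paper's Additional file 2 and was 5.57e-04 in the quasi-likelihood test. The lowest q-value there is 5.7e-04 in the paper's list and was 0.0835 here. Of the alternatives set before the data were examined, the exact test (4.72e-05) and the likelihood ratio test (4.39e-05) came within 1.5 times the paper's highest P-value, and the exact test (5.07e-04) came within 1.5 times its lowest q-value. The likelihood ratio test gave a lowest q-value of 3.43e-04 and DESeq2 1.56e-04, and no other alternative set before the data were examined closed either gap. Among settings chosen after seeing the values, the exact and likelihood ratio tests with each of the 5 other filters all came within 1.5 times the paper's highest P-value, from 4.07e-05 to 6.61e-05. Of these, the exact test with at least 1 CPM in at least 9 lambs (5.59e-04), with CPM above 0.5 in at least 9 lambs (5.06e-04) and with at least 5 counts in at least 9 lambs (4.39e-04), and the likelihood ratio test with at least 1 CPM in at least 9 lambs (3.81e-04), also came within 1.5 times its lowest q-value.

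The paper presents KIAA1210, MAP3K15, SLC4A5, FATE1, PRND, CST9L, ADAM11, VSIG1, MAGEB18, LRRC8B, CYP4F21, SLC47A1, SMOC2, ERBB3, CACNG4, CDH23 and OC90 as differentially expressed. Their adjusted p-values in the quasi-likelihood test ran from 0.0835 to 0.0945, with the paper's direction in each, and all had an unadjusted p under 0.05. They passed an FDR of 1% in the exact and likelihood ratio tests. For KIAA1210, MAP3K15, SLC4A5, FATE1 and PRND the paper also reports a significant decrease by qRT-PCR, which was not analysed here. The log2 fold changes of the genes of the list differed from the paper's by at most 0.0128. The paper tested 18,326 genes and 18640 IDs were tested here, a difference of less than 1.5 times.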

Other observations

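Of the tests in this part, those on fold changes with a covariate, another normalization or a lamb left out, and those on correlations whatever their sign, were chosen after related results were seen. To set the counts of genes against chance, the 18 lambs were split into other groups of 9, with 100 splits drawn from 24310, the real one included. For the quasi-likelihood test, 100 of the 100 splits gave at least as many genes as the 0 of the real split at an FDR of 1%, and 100 at 5%, which a count of 0 fixes in advance. At an unadjusted p under 0.05, 5 of the 100 splits gave at least the 4327 IDs of the real one, with a median of 464 and a maximum of 5599 in the other 99. The percent of those IDs that were lower was as far from 50 or farther in 95 of the 100. For the exact test, 5 of the 100 splits gave at least 82 genes at an FDR of 1% and 5 gave at least 639 at 5%. The likelihood ratio test likewise had 5 at 1% and 5 at 5%. Other splits reached 744 genes at an FDR of 1% in the exact test, and 14 of the 99 had any call. The share of lower genes among these calls was as far from 50% or farther in 9 of the 100. Splits without calls count as 50% there, and 7 of the 8 other splits counted had at most 2 calls, so this count says little about a share over 82 genes. The real split lies near the upper end of the splits, and by these counts an arbitrary division of the lambs cannot be ruled out at a share under 0.05.

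The listed genes that were lower rest on some of the control lambs. Among their 59 distinct count profiles, control lamb H20 lay above all gossypol lambs in 59, H29 in 59, H06 in 58, H22 in 58 and H37 in 56. Control lamb H31 did so in 9, H39 in 8, H32 in 6 and H44 in 3. For the 21 profiles that were higher, gossypol lambs H08 and H47 lay above all control lambs in 21 each, and H48 in 7. The order of the 9 control lambs was much the same from one lower profile to the next, with a Kendall's W of 0.815, and it was 0.356 among the 9 gossypol lambs. For the 21 higher profiles W was 0.528 in control and 0.356 in gossypol lambs. Of 1000 random lists matched on mean expression, 100% had a lower W for control lambs and 100% for gossypol lambs. This comparison cannot tell, because listed profiles share a direction of change and random lists mix directions. Whatever the sign, the mean absolute Spearman correlation between lower profiles was 0.813 in control lambs against a median of 0.405 in random lists, and 0.434 against 0.362 in gossypol lambs. Both lie above 100% of the random lists. Between higher profiles this correlation was 0.526 in control lambs, above 99.7% of the random lists. It was 0.383 in gossypol lambs, above 92.8%. Genes are not independent replicates, and the list was called on these lambs.

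A hypothesis for this order is that the listed lower genes follow 1 shared source of variation between lambs, such as tissue composition or maturity, which differed among control lambs. It may equally be technical. Technical explanations were examined only for the log2 fold changes of the 59 profiles, which do not measure the order of the lambs. With the percent of reads mapped as a covariate, the median ratio to the fold changes without it was 0.867. With RLE normalization it was 1.01, and with 1 lamb left out it was at least 0.906. The profiles had been chosen for this difference, so high ratios show no stability. Technical explanations of the order itself were not tested, and it cannot be told apart from them. No relation to depth was tested across lambs. Tissue composition and maturity were not tested, since the available gene names carried no Ensembl IDs by which to match marker genes.

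A second hypothesis was that control lambs vary more than gossypol lambs across the transcriptome. It was not borne out. The median over 18640 IDs of the log2 ratio of SDs, control to gossypol, was -0.10, with the larger SD in control lambs in 43.7% of IDs (2-sided exact permutation of lambs centred within diet, p = 0.634). In the upper quartile of IDs by mean expression it was -0.0980. With 1 lamb left out it ran from -0.185 to 0.0509. With no larger spread in control lambs, these last values do not bear on counting noise or on a single lamb as an explanation.

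The paper describes lower connectivity and clustering among spermatogenesis genes in the gossypol-rich diet. Its list of 145 genes was not used here, but 1000 random lists of 145 expressed IDs were put through the same edge rule, |r| of at least 0.5 and p of at most 0.05. With 9 lambs the p-value already requires |r| of at least 0.666. Mean connectivity averaged 27.3 in control and 22.0 in gossypol lambs, and it was lower in gossypol lambs in 959 of the 1000 lists. Mean clustering averaged 0.548 and 0.509, and was lower in 904. The lists share the same lambs and are not independent tests. Over 200 random IDs, 18.1% of pairs were joined in control and 14.9% in gossypol lambs, a difference within that of other assignments of the lambs (2-sided exact permutation of lambs centred within diet, p = 0.457). With 1 lamb left out the difference ran from -5.86 to -0.146 percentage points. A candidate explanation is that lower connectivity in these gossypol lambs is general to expressed IDs, and chance assignment of lambs to diets was not excluded. Whether the spermatogenesis list goes beyond this was not tested.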
